A study of Mus musculus with 6 samples. Its data were reported in "UPF1 plays critical roles in early B cell development" (2024).

How the data were processed

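The series holds RNA sequencing of early large pre-B (early LPre-B) cells, a stage of B cell development in the bone marrow of the mouse, sorted from Upf1-cKO mice and from control (Ctrl) mice. In Upf1-cKO mice, internal exons of *Upf1* are flanked by loxP sites and are removed in B lineage cells by a Cre recombinase expressed from the *Cd79a* (Mb1) locus. There were 3 libraries per group, and groups and replicate numbers were taken from the sample labels. Per the study's methods, ribosomal RNA was depleted, reads were sequenced from a single end, aligned to the mouse genome build GRCm38 (mm10) with HISAT2 without use of strand, and counted per gene with featureCounts.

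The authors deposited a linear signal per gene and library, with genes identified by Entrez ID. Its unit was worked out from the values. In every column each value was an odd multiple of the smallest value, which is what a count of reads plus 0.5, divided by an effective library size in units of 1e6 reads, gives. Columns of the deposited signal summed to between 922601 and 1112739, so the effective library sizes differed from the library totals. These values are called normalised reads in the report. Whole reads were recovered for 100% of values, and totalled between 9732498 and 11006834 per library. The table held 13426 genes, and every gene exceeded 0.5 reads per 1e6 in at least 3 libraries, so genes below such a level were removed before deposition. A gene listed at 0 recovered reads has a deposited value above 0 because of the added 0.5 read. Reads without molecular identifiers are not independent molecules, so lower bounds based on a floor of 3 reads cover counting error only.

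Symbols, biotypes and coordinates were taken from RefSeq annotation of GRCm38.p6, which named 13008 of the IDs. A further 3 were named from GENCODE release M21 and 415 were left without a name. Transcript length and GC content came from the longest GENCODE transcript and were known for 12155 genes (90.5%). Because counting ignored strand, the values of genes that overlap another gene are uncertain, and so are those of families with near-identical members (Ighv segments, histone genes, MHC class I genes and ribosomal protein genes).

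Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(value + 1), with eBayes using an intensity trend and robust estimation, group as the only term and Benjamini-Hochberg adjustment over all 13426 genes. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The design had foreseen log2 values, with log2(value + 1) for a linear table. A gene was called when its adjusted p was below 0.05, with and without an absolute log2 fold change of at least 2. All adjusted p-values for single genes are from limma unless another tool is named. Standard errors (SE) are limma's moderated ones.

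Gene lists were written by hand from general knowledge before the data were examined, because the collections used by the study were not used here. Lists were ranked by the signal-to-noise ratio of linear values (SD at least 0.2 of the mean) and scored with a weighted running sum against 10000 random gene sets of the same size, two-sided, with Benjamini-Hochberg adjustment over the 24 lists with at least 4 genes in the table. The smallest p these random sets can give is 1e-04. Genes are not independent, so these p-values describe the list against other genes and not variation among mice. Levels of the immunoglobulin heavy chain (*Igh*) families were summed per library and compared by the log2 ratio of group means, with an exact two-sided permutation test over the 20 assignments of the 6 libraries, which cannot go below 0.1.

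The genes named in the text were set by a rule written before the data were examined: *Upf1*; the genes the study names for this comparison; at most 3 genes per list, by largest absolute log2 fold change among those past adjusted p 0.05; and the 5 largest rises and 5 largest falls among genes past that threshold with groups that did not overlap and a mean log2 value of at least 1. Not every gene that met the rule is reported here. Other genes are named with a statement that they were chosen after their values were seen, or belong to a test fixed beforehand.

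The labels number the replicates 1 to 3 in each group, and the pairing tested in the closing section comes only from these numbers. The names of the deposited columns also carry sample numbers, which are consecutive within each same-numbered pair of libraries. Their meaning is not stated, and they were not used. Libraries of the same group differed by more than sampling noise (chi-square per degree of freedom from 4.53 to 23.43), so none was treated as a repeat of another. Alternatives were the replicate block, eBayes without trend, voom weights, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, median centring, quantile normalization, a minimum mean log2 value of 1 or 3, a pseudocount of 0.1, and leaving out each library. For the gene lists they were ranking by limma's moderated statistic, camera with an inter-gene correlation of 0.01, the minimum of 1 and leaving out each library. For the *Igh* levels they were scaling to the *Igh* sum, median centring and same-numbered ratios. Alternatives chosen after seeing the data were no pseudocount, scaling to total reads, removal of a smooth trend on transcript length and GC content (with and without the block), and removal of the added 0.5 read from the *Igh* sums.

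The fits were tested on simulated reads for the 13426 genes with 200 genes changed 3-fold. The limma fit found 200 of them with 7 false calls (3.4%), the voom fit 199, edgeR 200 and DESeq2 199. The changed genes were drawn only from those above a minimum of mean reads, with rises and falls in equal number. All genes had the same dispersion. The simulation therefore does not test genes with few reads, such as many Ighv segments, or changes in a large share of the genes. Of 100 random sets of 60 genes tested with the list method, 5 had p below 0.05, and a simulated raised set scored 3.71. Plots were drawn with matplotlib 3.10.9.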

Results

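The transcriptome of early LPre-B cells, in which the V segments of the *Igh* locus are joined to already joined D and J segments, was compared between Upf1-cKO and Ctrl mice with 3 libraries per group. UPF1 is an RNA helicase needed for nonsense-mediated mRNA decay (NMD), so the comparison asks which transcripts depend on it at this stage. Recovered reads in Ctrl libraries 1, 2 and 3 totalled 10130997, 11006834 and 10401692, and in Upf1-cKO libraries 1, 2 and 3 they totalled 9732498, 10226025 and 10959208. The row with the most reads was Entrez ID 100861531, which has no name in the annotations used. It took between 13.75% and 16.55% of the reads in the Upf1-cKO libraries and between 16.41% and 23.77% in the Ctrl libraries. Its reads stay in the totals used for scaling to total reads, so that scaling also carries the difference in this row.

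The targeted gene was examined first. *Upf1* (Entrez ID 19704, chromosome 8, 70331493 to 70353423, GRCm38) had a normalised read count of 241 ± 32.3 (SD, n = 3) in Ctrl libraries and 297 ± 12.7 (SD, n = 3) in the libraries labelled Upf1-cKO. Its log2 fold change was 0.31 (SE 0.089, adjusted p 0.00696), so the gene-level count was not lower in the libraries labelled as knockouts. Between 2012 and 3555 reads per library fell on this gene. The row sums reads over the whole gene and does not resolve the removed exons, and the annotated gene overlaps *Gdf1* and *Cers1*. Directions in the rest of the report are therefore those of the cKO-labelled libraries against the Ctrl libraries, as the labels place them. The count measures RNA and not protein. By immunoblot, the study found that UPF1 protein was lost from pro-B and early LPre-B cells of Upf1-cKO mice. After each library was centred on its median, the *Upf1* log2 fold change was 0.20 and its adjusted p was 0.0645.

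With limma on log2(value + 1), 153 genes were higher in the cKO-labelled libraries with a log2 fold change of at least 2, and 66 genes were lower with a log2 fold change of at most -2, at an adjusted p below 0.05. The alternative that moved these counts most was limma with voom weights on the recovered reads, which gave 540 higher and 201 lower genes, and all 153 and all 66 genes were among them. With no threshold on the fold change, 3725 genes were higher and 3351 were lower, so that 52.6% of the called genes were higher. This split depended on the scaling. It was 72.8% (5172 higher and 1936 lower) when each library was scaled to its total reads, and 40.7% (2992 higher and 4355 lower) when each was centred on its median log2 value. Scaling to total reads moved the median log2 fold change of all genes from 0.01 to 0.19, and changes under it are to be read against that shift.

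**Figure D1:**
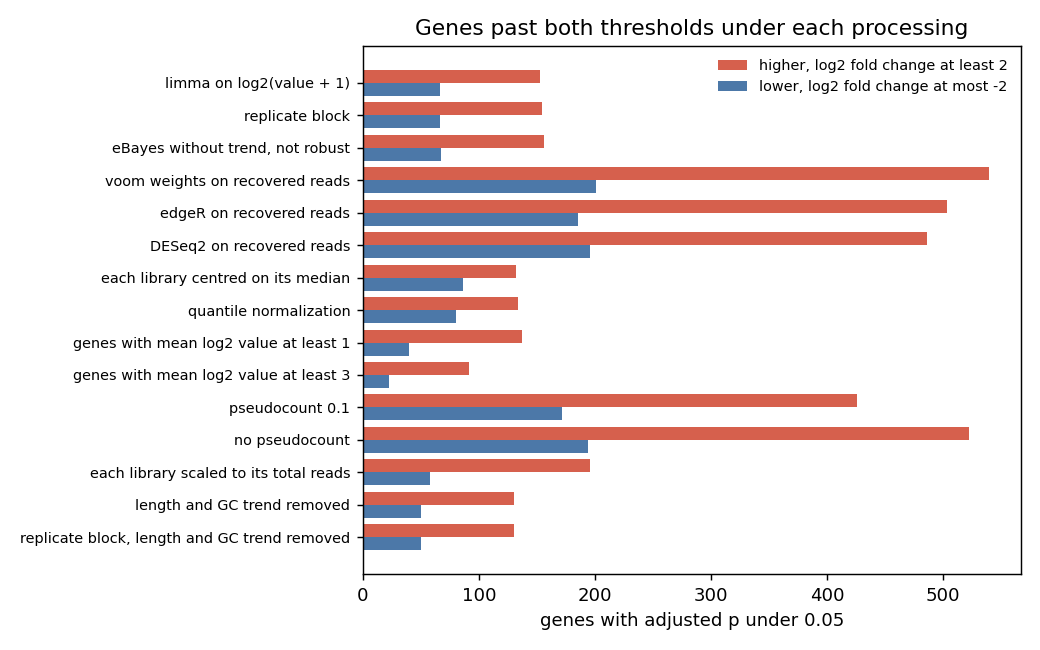
Number of genes with adjusted p below 0.05 and a log2 fold change of at least 2 (red) or at most -2 (blue) under each processing, with bars starting at 0. Counts were 153 higher and 66 lower genes for limma on log2(value + 1), highest with voom weights on recovered reads (540 and 201) and lowest among genes with a mean log2 value of at least 3 (91 and 22).

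Known NMD substrates were higher in the cKO-labelled libraries. *Gas5* (Entrez ID 14455, chromosome 1, 161034601 to 161038539), a non-coding host gene of small nucleolar RNAs, rose from 325 ± 69.1 to 1622 ± 114 normalised reads (SD, n = 3 per group), a log2 fold change of 2.33 (SE 0.13, adjusted p 2.34e-07). Its locus overlaps other genes, among them small nucleolar RNA genes. *Gadd45b* (Entrez ID 17873, chromosome 10, 80930091 to 80932204) rose from 6.89 ± 0.575 to 29.7 ± 2.52, with a log2 fold change of 1.96 (SE 0.137, adjusted p 1.51e-09). *Ddit3* (Entrez ID 13198, chromosome 10, 127290793 to 127296291) rose from 10.3 ± 0.816 to 109 ± 1.67, with a log2 fold change of 3.29 (SE 0.102, adjusted p 2.36e-14), and its locus overlaps 2 other genes. Across the list of 27 small nucleolar RNA host genes and other reported NMD substrates, 21 were higher and 1 was lower, both over all genes and with adjustment over the list alone. The list had a normalised enrichment score (NES) of 2.36 (adjusted p 0.00022) and a median log2 fold change of 1.08. Among the 11 NMD factors listed, 7 were higher and 1 was lower by either adjustment, among them *Smg5* (0.92) and *Smg1* (0.74 on the log2 scale), but the list as a whole did not pass the threshold in this ranking (NES 1.42, adjusted p 0.096) and did when ranked by the moderated statistic of limma (adjusted p 0.0103).

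**Figure D2:**
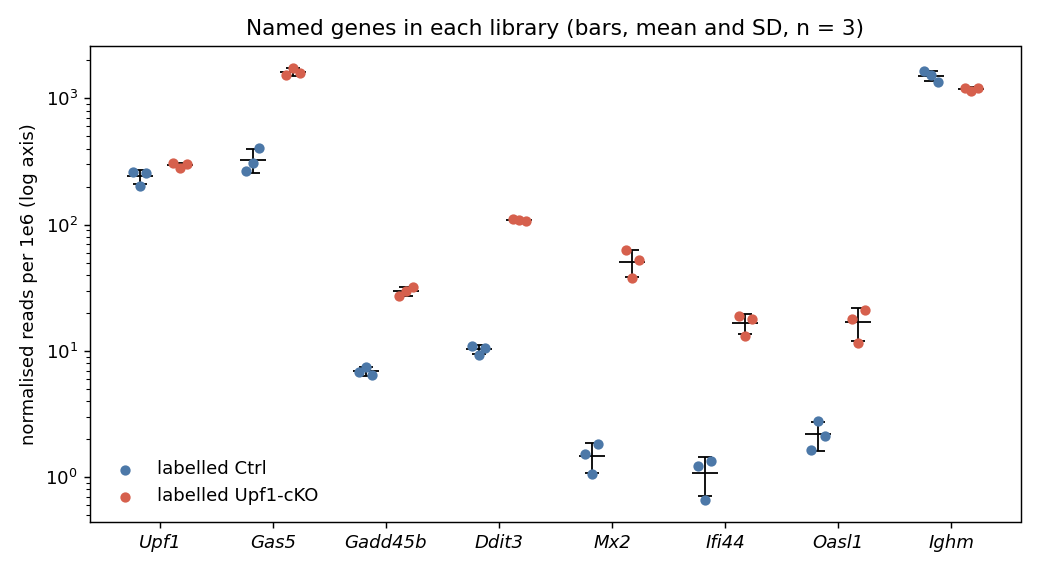
Normalised reads (log axis) of *Upf1* and the genes named by the study in each library, with horizontal bars for the mean and vertical bars for the SD (n = 3). *Upf1* was not lower in the cKO-labelled libraries (297 against 241), whereas *Ddit3* rose from 10.3 to 109 and *Mx2* from 1.48 to 50.9.

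The 5 largest rises that met the naming rule were in *Zfas1* (log2 fold change 4.59), *Fgd2* (4.53), *Mx2* (4.37), *Ighg2b* (4.24) and *2410006H16Rik* (4.08). *Zfas1* (chromosome 2, 167062934 to 167065862) went from 69.6 ± 7.99 to 1700 ± 136 normalised reads (SD, n = 3 per group, adjusted p 2.37e-17), and its locus overlaps *Znfx1* and *Snord12*. *Fgd2* (chromosome 17, 29360904 to 29379535) went from 3.06 ± 1.13 to 90.4 ± 4.08 (adjusted p 7.4e-13). The locus of *2410006H16Rik* overlaps 3 small nucleolar RNA genes. *Ighg2b*, a heavy chain constant gene, varied more among Ctrl libraries relative to the mean, at 7.93 ± 4.13, against 156 ± 19.02 in the cKO-labelled libraries (adjusted p 0.000828). The 5 largest falls were in *Nrgn* (-4.51), *Myl4* (-3.90), *Fcrla* (-3.74), *Rasgrp1* (-3.70) and *Polm* (-3.47). *Nrgn* (chromosome 9, 37544493 to 37552745) went from 131 ± 15.3 to 4.78 ± 0.748 (adjusted p 3.92e-15), and *Polm* (chromosome 11, 5827860 to 5838832), which encodes a DNA polymerase, from 35.4 ± 7.40 to 2.41 ± 1.23 (adjusted p 2.67e-07). The locus of *Myl4* overlaps 5 other genes and that of *Fcrla* 1.

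Interferon (IFN)-stimulated genes were then examined as a list. Of 68 genes in the table, 59 were higher in the cKO-labelled libraries and 0 were lower at an adjusted p below 0.05 over all genes, and 60 were higher with adjustment over the list alone. The NES was 2.77 (adjusted p 0.00022) and the median log2 fold change was 1.10. *Mx2* rose from 1.48 ± 0.392 to 50.9 ± 12.6 normalised reads (SD, n = 3 per group), a log2 fold change of 4.37 (SE 0.188, adjusted p 2e-12). It is annotated as a transcribed pseudogene in this reference. *Ifi44* rose from 1.07 ± 0.365 to 16.6 ± 3.001 (log2 fold change 3.09, SE 0.205, adjusted p 8.11e-10), and *Oasl1* from 2.19 ± 0.568 to 16.9 ± 4.89 (log2 fold change 2.47, SE 0.215, adjusted p 2.34e-08). *Oas3* rose by 2.71 on the log2 scale. MHC class I genes were higher as well, with 13 of 16 genes past the threshold by either adjustment and an NES of 1.93 (adjusted p 0.00037).

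Lists for the cell cycle and for metabolism were lower. For 68 E2F targets the NES was -2.92 (adjusted p 0.00022), with 57 genes lower and 1 higher over all genes and 58 and 1 over the list alone, and *E2f1* itself fell by 1.25 on the log2 scale (adjusted p 4.35e-09). For 64 G2M and mitosis genes the NES was -2.39 (adjusted p 0.00022), with 50 lower and 7 higher by either adjustment; *Cdc25b* fell by 1.37 and *Kif15* rose by 0.98. MYC targets had an NES of -2.18 (adjusted p 0.00037), with 41 of 69 genes lower and 4 higher by either adjustment, among them *Ldha* (-1.004) and, in the opposite direction, *Nop56* (1.35), whose locus overlaps small nucleolar RNA genes. Oxidative phosphorylation genes had an NES of -3.04 (adjusted p 0.00022). Of the 78, 64 were lower and 1 was higher over all genes, against 67 and 2 over the list alone, and their median log2 fold change was -0.64. Replication-dependent histones had the lowest score, at -3.57 (adjusted p 0.00022), with 57 of 58 genes lower by either adjustment and a median log2 fold change of -1.16, which was -0.89 after a smooth trend on transcript length and GC content was removed. *H3c8* fell from 83.7 ± 15.3 to 21.4 ± 1.39 normalised reads (SD, n = 3 per group, adjusted p 2.68e-10). Cytoplasmic ribosomal protein genes were also lower (NES -2.71, adjusted p 0.00022, 64 of 83 lower and 3 higher over all genes, 65 and 3 over the list alone). The median log2 fold changes of these 6 lists remained negative when each library was scaled to its total reads, from -0.16 for MYC targets to -0.97 for histones.

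Genes of the unfolded protein response were higher as a union of both of its lists (NES 1.95, adjusted p 0.00022, 35 of 68 genes higher and 8 lower over all genes, 35 and 9 over the list alone). The lists differed. The branch driven by ATF4 had an NES of 2.23 (adjusted p 0.00022), with 29 of 36 genes higher, and included *Asns* (log2 fold change 3.31) and *Trib3* (3.15). The endoplasmic reticulum (ER) chaperone branch did not pass the threshold (NES -0.84, adjusted p 0.82), with 6 of 32 genes higher and 7 lower over all genes, and *Herpud1* fell by 1.29 on the log2 scale. The list of p53 targets did not pass either (NES 1.41, adjusted p 0.076): *Bbc3* (2.50), *Zmat3* (2.19) and *Phlda3* (2.02) were higher, while *Ephx1*, chosen after its values were seen, fell by 1.85.

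**Figure D3:**
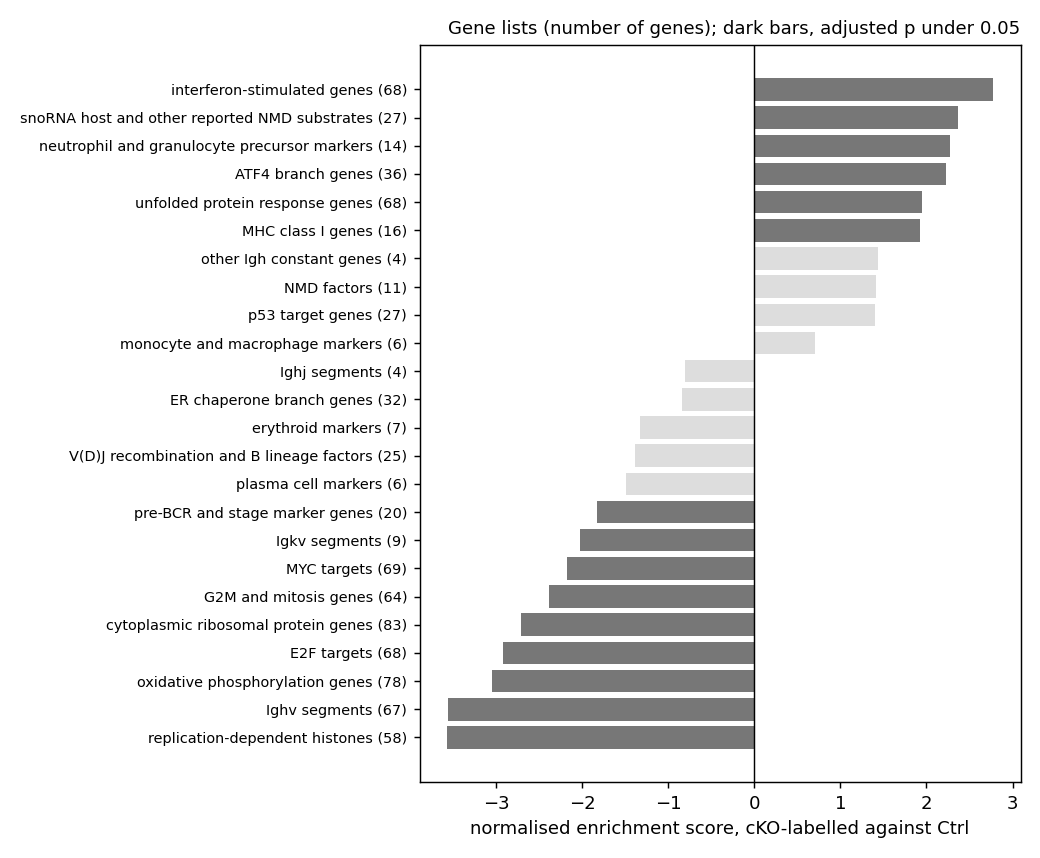
Normalised enrichment score of each of the 24 gene lists, with the number of genes in the table in brackets, where positive scores mark lists higher in the cKO-labelled libraries and dark bars have an adjusted p below 0.05. Scores ranged from -3.57 for the replication-dependent histones to 2.77 for the interferon-stimulated genes.

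Transcripts of the *Igh* locus were taken apart by segment type, to see whether V segments fell while constant, J and D segments did not. The table held 67 Ighv segments, between 113578504 and 116000321 on chromosome 12. Of these, 61 were lower and 2 were higher in the cKO-labelled libraries at an adjusted p below 0.05, and 62 and 3 with adjustment over the list alone. The summed Ighv level fell from 201 ± 18.4 to 29.1 ± 1.86 normalised reads (SD, n = 3 per group), a log2 ratio of -2.79 (exact permutation p 0.1, the smallest this design allows). All 34 segments with at most 3 reads in every cKO-labelled library were among the lower ones. The table kept only genes above a minimum level in at least 3 libraries, and 3 reads lie below that level. Such a segment therefore had a row only if it was above the minimum in every Ctrl library. The lower direction of these 34 segments was thus set by the filter and is not separate evidence of a fall. Their fitted fold changes are limited by these low counts and are not themselves lower bounds. For single segments, a lower bound was set against a floor of 3 reads. Set against that floor of 3 reads, *Ighv9-3* (114140692 to 114141122) was at least 24.9-fold lower, *Ighv1-64* (115507587 to 115507977) at least 22-fold lower and *Ighv5-17* (113859149 to 113859442) at least 21.4-fold lower. The higher segments, named after their values were seen, were *Ighv1-23* (log2 fold change 1.38, adjusted p 2.09e-05) and *Ighv8-6* (0.59, adjusted p 0.0252). Near-identical segments can share reads, so values of single segments are uncertain.

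**Figure D4:**
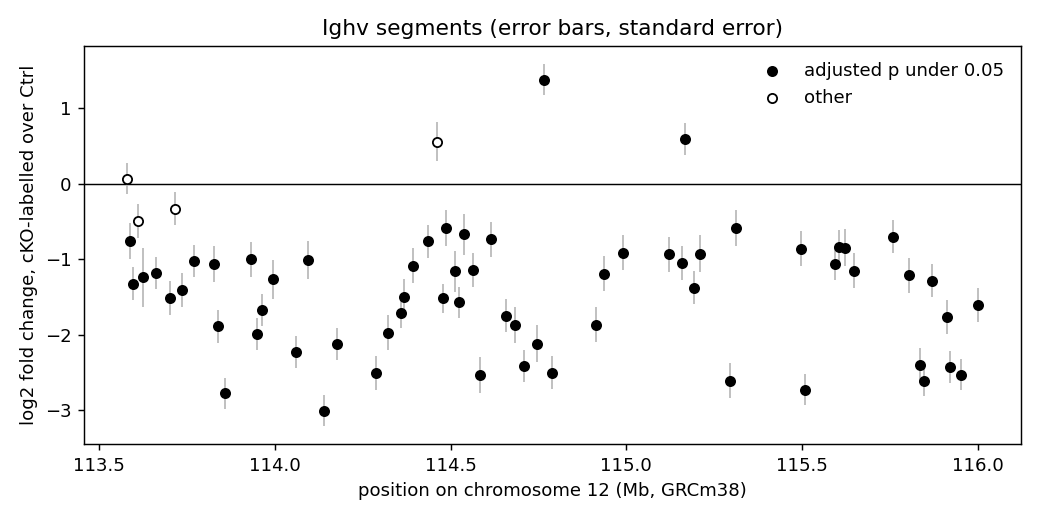
Log2 fold change of each Ighv segment (points, with limma's standard error) against its position on chromosome 12 in megabases (GRCm38), with filled points for adjusted p below 0.05. Of the 67 segments, 61 were lower and 2 were higher in the cKO-labelled libraries at that threshold.

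*Ighm* (Entrez ID 16019, chromosome 12, 113418826 to 113422730) went from 1510 ± 147 to 1192 ± 34.6 normalised reads (SD, n = 3 per group), a log2 ratio of -0.34 (exact permutation p 0.1) and, in limma, a log2 fold change of -0.34 (SE 0.074, adjusted p 0.000888). The limma value was 0.003 (adjusted p 0.978) after quantile normalization. The log2 ratio was -0.46 with median centring and -0.14 when libraries were scaled to total reads, which shifts all genes upward as noted above. In limma, *Ighm* lost the threshold under quantile normalization and under scaling to total reads, and kept it with median centring. When *Ighm* was scaled to the sum of all *Igh* genes the ratio was -0.028. *Ighm* makes up 85.4% of that sum in Ctrl libraries, which holds the ratio near 0. Of the 4 other *Igh* constant genes with a row, 3 were higher and 0 were lower. Among them were *Ighd* (log2 fold change 0.485, adjusted p 0.00456) and *Ighg1* (1.115, adjusted p 0.000319), which had 0 reads in every Ctrl library. As a list they did not pass the threshold (NES 1.43, adjusted p 0.076). The 4 Ighj segments summed to 26.6 ± 8.72 in Ctrl and 21.7 ± 4.05 in cKO-labelled libraries (SD, n = 3 per group, log2 ratio -0.30, exact permutation p 0.4), a difference smaller than the scatter of the replicates, and the ratio was 0.009 when scaled to the sum of all *Igh* genes. Within them, *Ighj1* rose by 1.67 on the log2 scale (adjusted p 0.000572), and *Ighj3* and *Ighj4* were lower, with log2 fold changes of -0.81 (adjusted p 0.00758) and -0.64 (adjusted p 0.0093). A single D segment had a row, *Ighd1-1* (113482170 to 113482192), with between 0 and 1 reads in Ctrl and between 6 and 15 reads in cKO-labelled libraries, so that it was at least 3.03-fold higher against a floor of 3 reads (exact permutation p 0.1). Few reads support this value.

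Genes of B cell stages and of V(D)J recombination moved in both directions. The list of 20 pre-BCR and stage markers had an NES of -1.83 (adjusted p 0.017), with 10 genes lower and 6 higher by either adjustment. *Cd22* was lower (log2 fold change -2.84, adjusted p 2.45e-11), as was *Il2ra*, which encodes CD25 (-2.42, adjusted p 2.96e-09), and *Kit*, which encodes c-kit, was higher (2.07, adjusted p 1.44e-09). The list of 25 V(D)J recombination and B lineage factors did not pass in this ranking (NES -1.39, adjusted p 0.19) and did when ranked by the moderated statistic of limma (adjusted p 0.0346). In it 13 genes were lower and 6 higher over all genes, and 14 and 7 over the list alone. *Ikzf3* fell by 3.17 and *Irf4* by 1.94 on the log2 scale, while *Dntt* rose by 1.64 (adjusted p 4.48e-07). *Rag1* and *Rag2*, chosen after their values were seen, were higher, with log2 fold changes of 1.55 (adjusted p 5.28e-07) and 1.16 (adjusted p 1.31e-08).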

Values the study reported

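The study, testing with limma, counted 540 genes as higher and 201 genes as lower when *Upf1* was deleted at this stage. Its thresholds were a log2 fold change above 2 or below −2 together with an adjusted P below 0.05.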

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

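No pseudocount, scaling to total reads, removal of the trend on transcript length and GC content, and removal of the added 0.5 read were chosen after seeing the data, and the other alternatives before. The enrichments of the 7 lists (interferon-stimulated, E2F, G2M and mitosis, oxidative phosphorylation, MYC, histone and unfolded protein response genes) and the fold changes of *Gas5*, *Gadd45b* and *Ddit3* kept their direction and their side of the threshold under each alternative run. The score of the interferon-stimulated genes ranged from 2.41 to 2.86 (camera, which gives no such score, left aside) and that of the histones from -3.85 to -3.11. The highest adjusted p among these lists was that of the MYC targets, which ran from 2.81e-05 to 0.0298.

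Counts past a log2 fold change of 2 depended on how low values were handled. With the pseudocount at 0.1 there were 426 higher and 172 lower genes, and with none 523 and 194. On recovered reads, voom gave 540 and 201, edgeR 504 and 185, and DESeq2 486 and 196. A minimum mean log2 value of 1 left 40 lower genes, and a minimum of 3 left 91 higher and 22 lower genes. The pseudocount shrinks changes of genes with few reads, and setting it to 0.1 or to none raised both counts. With the minimum of 1, all 137 higher and all 40 lower genes were among the 153 and 66, and so were all 91 and 22 with the minimum of 3, so the minimum took calls away and added none. The counts of the fits on recovered reads are near those with no pseudocount, so the pseudocount of 1 explains most of their gap from 153 and 66. Scaling to total reads gave 1936 lower genes without a threshold on the fold change, with the median of all genes moved to 0.19.

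Leaving out each library in turn gave from 141 to 167 higher and from 65 to 72 lower genes past a log2 fold change of 2, from 3224 to 3643 and from 2867 to 3350 without that threshold, and from 56 to 61 lower Ighv segments. The *Upf1* log2 fold change ran from 0.19 to 0.37 in these fits, the Ighv ratio from -2.86 to -2.75, the *Ighm* ratio from -0.41 to -0.27, the D segment ratio from 2.80 to 3.44 and the J ratio from -0.55 to -0.14. Of 90 genes and lists named past the threshold, 6 genes lost it in at least 1 of these fits (*Hbb-b1*, *Ighv8-6*, *Ltf*, *Lyz2*, *S100a8* and *S100a9*), and 0 changed sign. Some lists that had not passed did so with a library left out, at adjusted p from 0.0225 to 0.0476. These were the NMD factors, the p53 targets, the erythroid and plasma cell markers and the *Igh* constant genes other than *Ighm*.

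The *Upf1* rise lost the threshold without trend and robust estimation (0.31, adjusted p 0.0685), with median centring (0.20, adjusted p 0.0645) and with the length and GC trend removed (0.21, adjusted p 0.0507). Over all alternatives its adjusted p ran from 0.000297 to 0.0685. The cause was not tested. With a minimum mean log2 value of 1, only 6 Ighv segments were left and all 6 were lower, and with a minimum of 3 none was left, so no value could be given. The Ighv ratio became -2.48 when scaled to the *Igh* sum, -2.59 with total reads and -2.93 without the added 0.5 read. The *Ighm* ratio became -0.028 when scaled to the *Igh* sum, -0.46 with median centring and -0.14 with total reads. *Ighm* makes up 85.4% of the *Igh* level in Ctrl libraries, so scaling to that sum holds its ratio near 0.

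Values that changed sign belonged to small differences. They were the summed Ighj ratio when scaled to the *Igh* sum (0.009), *Ighm* (0.003), *Cd79b* (0.039) and *Xist* (0.15) under quantile normalization, *Cd79b* (0.13), *Xist* (0.04) and the ER chaperone list (0.49) under scaling to total reads, and, with libraries left out, *Cd79b* (from -0.17 to 0.041), the monocyte list (from -0.80 to 1.13) and the Ighj list (from -1.10 to 0.94). Away from leaving out libraries, the remaining single genes and lists gave 1204 values, of which 12 lost the threshold and 22 passed it where they had not.

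Same-numbered libraries come from mice of different genotype, so from different animals. The correlation across 11147 genes of their deviations from the group means averaged -0.002 over 3 same-numbered pairs and 0.001 over 6 other pairs. Single values ran from -0.057 to 0.098 among the same-numbered pairs and from -0.15 to 0.192 among the others. These values give no sign that the numbers pair the libraries, but 3 pairs are too few to exclude it. With the replicate number as a block, 154 genes were higher and 66 lower past a log2 fold change of 2, 3668 and 3321 without that threshold, and 60 Ighv segments were lower; *Upf1* was at 0.31. The block fit with the length and GC trend removed gave 130 and 50 genes. Ranked by the block statistic, the interferon-stimulated genes scored 2.79, the E2F targets -3.01, the oxidative phosphorylation genes -2.88 and the histones -3.31. Lists that had not passed did so in that ranking: the V(D)J factors (-1.62, adjusted p 0.0398), the NMD factors (1.69, adjusted p 0.0178) and the plasma cell markers (-1.60, adjusted p 0.0384). They also passed in the same ranking without the block (adjusted p 0.0346, 0.0103 and 0.0294), so the block was not needed for this. They passed with camera as well. In the original ranking, the plasma cell markers passed with total reads (adjusted p 0.0177). They and the NMD factors also passed there with some libraries left out. The p53 targets passed with the length and GC trend removed (adjusted p 0.0399). The pre-BCR and stage markers lost the threshold under scaling to total reads (adjusted p 0.115). The Igkv segments lost it when ranked by the moderated statistic without the block (adjusted p 0.0531) and with camera (adjusted p 0.117). The mean of same-numbered log2 ratios was -2.79 for Ighv and -0.34 for *Ighm*.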

Other observations

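Tests of the other splits of the libraries, of the *Cd79a* copy, of sex, of other marrow cells, of the branches of the unfolded protein response, and of *Igh* scaling were set before their results were seen. Removal of the trend on length and GC, the wider count over all splits, and the tests of granulocyte reads against single results, of histones against E2F targets and of position along the Ighv cluster were chosen after the data were seen. The number of genes higher past a log2 fold change of 2 was 153 here. That is lower than the value quoted from the study above. The number lower was 66. That is lower than the value quoted from the study above. With limma and voom weights on the recovered reads, counts were 540 and 201, equal to both counts of the study. The gap of 153 and 66 from the study therefore comes from the processing used here. Whether the same genes were counted was not tested.

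Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs, and the other 6 part 1 pair and leave the rest together. Only 1 of these 4 splits, the real one, gave as many higher or as many lower genes, with or without the fold change threshold, or as many lower Ighv segments. The other 9 splits gave 0 genes at an adjusted p below 0.05, and between 67 and 219 genes at an unadjusted p below 0.05, against 7788 for the real split. For the lists, 1 of the 4 splits gave as large a score for the E2F targets, the oxidative phosphorylation genes, the histones and the unfolded protein response genes, and 2 of the 4 for the interferon-stimulated genes, the G2M and mitosis genes and the MYC targets. Over all 10 splits, whatever pairs they part, the number with as large a score, the real one included, was 1 for the E2F targets, 1 for the histones, 2 for the unfolded protein response genes, 3 for the oxidative phosphorylation genes, 3 for the interferon-stimulated genes, 4 for the MYC targets and 5 for the G2M and mitosis genes. These wider counts were added after the results were seen, as the replicate numbers gave no sign of pairing the libraries. A split into the other groupings still places unequal numbers of cKO-labelled libraries on each side, so it keeps part of the difference. As they keep part of it, their list scores are not what chance alone would give. With 4 splits the share cannot go below 0.25, whatever the data, so this count by itself cannot exclude a chance arrangement of the libraries.

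A candidate source of part of the difference is RNA from other marrow cells. The list of neutrophil and granulocyte precursor markers scored 2.27 (adjusted p 0.00022), with 8 of 14 genes higher over all genes and 11 over the list alone, whereas the erythroid, monocyte and plasma cell lists did not pass the threshold in this ranking. Reads on the 14 markers numbered 5170, 4267 and 4302 in cKO-labelled libraries 1, 2 and 3, and 1280, 241 and 159 in Ctrl libraries 1, 2 and 3. Ctrl library 1 therefore carries this signal too, and gives a handle on what it brings. The mean log2 value of the interferon-stimulated genes in Ctrl library 1 differed from the mean of the other Ctrl libraries by -0.018, while it was between 4.53 and 4.76 in the cKO-labelled libraries and between 3.40 and 3.47 in the Ctrl libraries. Of the 153 genes higher past a log2 fold change of 2, 9 (5.9%) were also higher in Ctrl library 1 than in both other Ctrl libraries by at least 1 on the log2 scale, against 0.2% of all genes, and 5 of the 153 were on the marker list. As Ctrl library 1 carries fewer marker reads than the cKO-labelled libraries, that cut misses weaker contributions and the 9 is a lower count. The excess of each Ctrl library over the other Ctrl libraries was therefore scaled up by 3.43, the ratio of marker excesses, and set against the rise. This accounted for at least 50% of the rise in 10 of the 153 genes with Ctrl library 1, and in 1 and 4 with Ctrl libraries 2 and 3, which show the noise of the measure. For the 59 higher interferon-stimulated genes the numbers were 6, 7 and 11. Granulocyte reads may thus account for some of the calls, *S100a9* and *Ltf* among them, and this comparison gives no sign that they account for most of them or for the interferon-stimulated genes. It rests on a single Ctrl library.

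Sex was tested with *Xist*, the only sex-linked gene of the list with a row. Its log2 fold change was -0.16 (adjusted p 0.0507), with 3092 ± 218 normalised reads in Ctrl and 2756 ± 87.0 in cKO-labelled libraries (SD, n = 3 per group), so a difference in sex between the groups is unlikely to underlie the changes.

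*Cd79a*, whose locus carries the Cre recombinase in the knockout mice, fell from 221 ± 11.4 to 73.3 ± 1.85 normalised reads (SD, n = 3 per group). Loss of a copy to the Cre allele was set beforehand to give a log2 fold change between -1.5 and -0.5. The value was -1.58 (adjusted p 1.24e-11), just past that range, and *Cd79b* was at -0.08 (adjusted p 0.521). The fall separates the groups as the labels do, in 3 of 3 cKO-labelled libraries. The value was -1.51 after quantile normalization and -1.68 with median centring, also outside the range. Among the alternatives that keep all libraries, only scaling to total reads brought it inside, at -1.37, and that scaling moves the median of all genes to 0.19. The value meets neither of the outcomes set beforehand for and against this explanation. With an SE of 0.077, the fall is larger than loss of 1 of 2 copies in proportion would give, so loss of a copy may account for part of it but not for the whole by dosage alone. What brings the rest cannot be told from these data.

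For the oxidative phosphorylation genes, MYC targets, histones, interferon-stimulated genes and E2F targets, bias from transcript length and GC content was tested by removing a smooth trend from each library. The scores went from -3.04 to -2.86, from -2.18 to -2.12, from -3.57 to -3.35, from 2.77 to 2.75 and from -2.92 to -3.03, and each stayed past the threshold. The removal moved the median log2 fold change of the histones from -1.16 to -0.89 and that of the oxidative phosphorylation genes from -0.64 to -0.50. The trend was fitted on all genes of known length and GC content, these lists included. A true fall of these genes could thus be partly removed with it, so the part removed cannot be credited to bias. A trend of this kind does not account for the whole of these falls. The medians moved little for the MYC targets (from -0.37 to -0.31), E2F targets (from -0.56 to -0.54) and interferon-stimulated genes (from 1.09 to 1.09). These values argue against such a trend as the main source of the changes in the MYC, E2F and interferon-stimulated lists. Other forms of length or GC bias were not tested.

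Both branches of the unfolded protein response rising together would give similar scores. The ER chaperone branch was at -0.84 against 2.23 for the ATF4 branch, and a difference between the branches was not itself tested. The rise of the union is consistent with a change in the ATF4 branch alone. As *Ddit3* and other ATF4 targets are also reported NMD substrates, transcript stabilisation and ATF4 activity cannot be told apart in these data.

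The *Ighm* level was read under more than 1 scaling. It fell to a log2 ratio of -0.34 on the library scale. When scaled to the *Igh* sum it was at -0.028, as predicted for a gene that makes up most of that sum. That scaled value cannot show that *Ighm* did not change. In limma, the fall kept the threshold with median centring. It lost it after quantile normalization (log2 fold change 0.003, adjusted p 0.978) and with scaling to total reads, which shifts all genes upward. The fall of *Ighm* thus depends on the scaling.

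The histones fell by more than the E2F targets, by a difference of median log2 fold changes of -0.61 (permutation of 126 genes between the lists, 100000 permutations, two-sided p 1e-05, the smallest they can give; genes are not independent). A lower share of cells in S phase that lowered both lists alike would give no such gap. A hypothesis is therefore a further loss of histone transcripts, although a list with weaker dependence on S phase could also fall less. With the length and GC trend removed, the medians were -0.89 and -0.54, a narrower gap that was not tested. The BrdU assays of the study pointed to more cells in S phase after deletion, which also goes against a lower share of such cells.

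Position along chromosome 12 was set against the log2 fold change of the Ighv segments. Across 67 segments, which are not independent replicates, Spearman's rho was -0.11 (permutation p 0.39) and Pearson's r was -0.11 (permutation p 0.38), but 34 of the segments had at most 3 reads in every cKO-labelled library. Their log2(value + 1) fold changes are limited by that floor and follow the level in Ctrl libraries, so this measure cannot show whether distant segments fell more.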
